A study of Escherichia coli with 24 samples. Its data were reported in "RNA stability is regulated by both RNA polyadenylation and ATP levels, linking RNA and energy metabolisms in Escherichia coli" (2024).

How the data were processed

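Total RNA of Escherichia coli K-12 MG1655, a common laboratory strain, and of its derivative labelled MG1655ΔpcnB was sequenced before and after addition of rifampicin, an antibiotic that blocks the start of transcription, so that the loss of each RNA over time reports its decay. The gene pcnB codes for poly(A) polymerase I (PAP I), the main enzyme that adds adenines to the 3′ ends of RNAs in this bacterium. Each of 3 cultures per strain gave 4 libraries, namely the sample taken before rifampicin (T0) and 3 later points. The later points were interleaved between cultures, so that no time point after T0 was sampled in more than 1 culture of a strain. The groups and culture numbers were taken from the sample titles. For the libraries labelled MG1655ΔpcnB after rifampicin another label field calls each sample T0 and numbers it differently, so their time points and cultures rest on the titles, while for the T0 libraries the fields give the same numbers. Because the reads on pcnB went against the label (see the report), the mutant libraries are called the libraries labelled MG1655ΔpcnB, and every direction given between the strains rests on those labels.

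Per the study's methods, the authors depleted ribosomal RNA, sequenced 100 bp single-end reads on an Ion Torrent instrument, mapped them with tmap to the MG1655 genome (NC_000913.3) and counted reads per gene with HTSeq-count. Tool versions and the strand setting of the counting were not stated, so reads of overlapping and antisense genes could have been shared. External RNA controls (ERCC spike-in sequences) were counted as well.

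Of the deposited values 2 kinds were used, and neither was a table of raw counts. In the half-life values the authors had scaled each library to the RNAs ssrA, ssrS and aspT, separately in each strain. Every deposited value above 0 lay on a grid of the form (reads + 1) × factor - 1, from which whole read counts were recovered for 100% of the values. The mean level of the 3 RNAs was 1.18 times higher in the libraries labelled MG1655ΔpcnB by construction of this scaling, so levels were not compared between strains in these values, while slopes over time do not depend on it. In the T0 tables the authors gave reads per 1000000 reads (RPM) after trimmed mean of M values (TMM) scaling, rounded to 1 decimal. All of the T0 values with a gene identifier equalled a constant per library times the recovered reads, and the columns summed to between 0.935 and 1.05 times 1000000. The T0 tables listed 4045 of the 4566 genes. Of the 521 genes left out, 379 had under 10 reads in at least 5 of the 6 T0 libraries, and 87 of the other 142 overlapped another gene by 50 bp or more, as did 27 of the listed genes. A further 127 entries without an identifier, which held between 0.810% and 1.12% of a column, were not tested. Gene symbols and coordinates came from the RefSeq annotation of assembly ASM584v2 (NC_000913.3), which matched 4561 of the 4566 identifiers.

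The recovered reads assigned to genes ranged from 8145628 to 17014136 per library. At T0 the libraries of a strain correlated across genes with Pearson's r between 0.986 and 0.993 on the log2 scale. Between 41.2% and 64.0% of the genes differed between such libraries by more than counting error, so no pair of libraries was a duplicate. The confidence interval printed for a share of reads covers counting error only, since reads from PCR-amplified libraries are not independent molecules.

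For T0, log2(RPM + 1) was compared between the 3 libraries of each strain with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend, Benjamini-Hochberg adjustment, adjusted p under 0.01). The planned test was the exact test of edgeR, which the authors used, but the deposited values were normalised, so limma on the log2 scale took its place, as the plan provided. A fold change is therefore on the log2(RPM + 1) scale, which understates the change of low genes. For half-lives, the natural log of the deposited value was regressed on time in each strain over all 3 cultures. Points under 10 reads were left out, and at least 6 points per strain including T0 were required. The half-life was ln2 divided by the decay rate, and was taken as reliable when the decay rate was positive and R2 exceeded 0.7 in both strains. The difference in slope was tested by the strain by time term of 1 linear model with a common residual variance, without moderation and with Benjamini-Hochberg adjustment (adjusted p under 0.05). A transcript is called stabilised or destabilised when it passed that threshold with a longer or a shorter half-life in the libraries labelled MG1655ΔpcnB. Half-lives were also fitted in each culture alone, and the medians of the cultures were compared by a two-sided exact permutation test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

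The genes named were set by a rule. They were pcnB, the 3 reference RNAs and the members of lists taken from the text of the study. At T0 they were the 5 highest and 5 lowest fold changes past the threshold with a mean of at least 100 reads and no overlap between the libraries of the strains. For half-lives they were the 5 largest ratios among stabilised transcripts with R2 over 0.8 in both strains and at least 100 reads at T0, and the 5 lowest ratios among the destabilised ones. The rule, the tests, the sample groups and most alternatives were fixed before the data were examined. The lists were RNA degradation genes, transcripts described earlier as PAP I targets, an RT-qPCR panel, the cold shock family, stress response genes, flagellar genes, 4 RNAs with shorter half-lives in the study, 4 example genes of a stabilised full-length RNA or fragment, tRNAs and small RNAs.

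Both tests were run on simulated data. At T0, 4045 genes were simulated and 95.5% of the 200 changed 2-fold were recovered, with 3 false calls among the unchanged ones. The changed genes were drawn only from those above a minimum of reads, and every gene had the same simulated spread between replicates. That share therefore does not apply to genes with few reads or a larger spread. For half-lives, 127 of 200 transcripts changed 2-fold kept a reliable fit and 73 of those (57.5%) were called, with 1 false call among 1717 unchanged transcripts, so changes of this size were often missed.

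The cultures carry the same kinetics numbers in both strains. Across 2619 transcripts, the deviations of same-numbered T0 libraries from their strain means correlated with r of 0.56, 0.34 and 0.25, so by the criterion set in advance (each above 0.1) the numbers paired the samples. The source of that pairing was not stated. Among the differently numbered pairs, MG1655 replicate 3 with the labelled MG1655ΔpcnB replicate 2 gave r of 0.22, also above 0.1. The rest of those pairs gave negative r. Alternatives covered the scaling, the minimum reads, the pseudocount, the time window, the R2 criterion, the variance model, the replicate block and each culture left out in turn. Some of them were chosen after seeing the data, as given with their effect in the closing section. GC content was not analysed here.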

Results

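The data comprised 24 RNA sequencing libraries, 12 of E. coli MG1655 and 12 labelled MG1655ΔpcnB, from 6 cultures grown on glucose. Each strain had 3 libraries before rifampicin (T0) and 9 after it. The last point was at 4, 5 and 7 min in MG1655 cultures 1, 2 and 3, and at 7, 5 and 11 min in the cultures labelled MG1655ΔpcnB, so that the 11 min point was a single library. Reads assigned to genes ranged from 8145628 to 17014136 per library. tRNAs took between 16.2% and 50.9% of them, rRNAs between 5.27% and 22.4%, and the 10 most abundant genes between 24.3% and 49.9%. Spike-in sequences held between 0.509% and 1.35% of the reads.

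The targeted gene was examined first, as a check of the labels. The gene pcnB (b0143, NC_000913.3 positions 157729 to 159126, protein coding) was at 155.4, 170.7 and 180.7 RPM in the 3 MG1655 libraries at T0. It was at 141.5, 146.9 and 174.0 RPM in the 3 libraries labelled MG1655ΔpcnB. The means were 169 ± 12.7 and 154 ± 17.4 RPM (SD, n = 3), and the difference (log2 fold change -0.13, SE 0.10, limma adjusted p 0.426) was within the spread between replicates. Reads on pcnB thus did not fall in the libraries labelled as lacking the gene. The study describes the strain as carrying an inactivated gene and gives its genotype as ΔpcnB::kan, a deletion with an inserted kanamycin resistance cassette. The extent of the deletion was not stated there, and the deposited values do not show what part of the gene the reads covered. With scaling to spike-in reads the direction reversed (log2 fold change 0.08). The neighbouring gene folK at lower coordinates (b0142, positions 157253 to 157732), which overlaps pcnB by 4 bp, fell from 11.4 ± 0.808 to 4.67 ± 0.764 RPM (log2 fold change -1.14, SE 0.15, limma adjusted p 0.00075). The genes gluQ and dksA lie at higher coordinates, and the strand of the 4 genes was not used here. Neither gluQ (log2 fold change -0.10) nor dksA (-0.32, limma adjusted p 0.0503) passed the threshold. The half-life of pcnB was 0.692 ± 0.0577 min (SE) in MG1655 and 1.67 ± 0.236 min in the libraries labelled MG1655ΔpcnB, a ratio of 2.42 (adjusted p 0.000928 from the linear model over 24 libraries). With points up to 5 min only, that difference no longer passed the threshold (adjusted p 0.129).

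**Figure D1:**
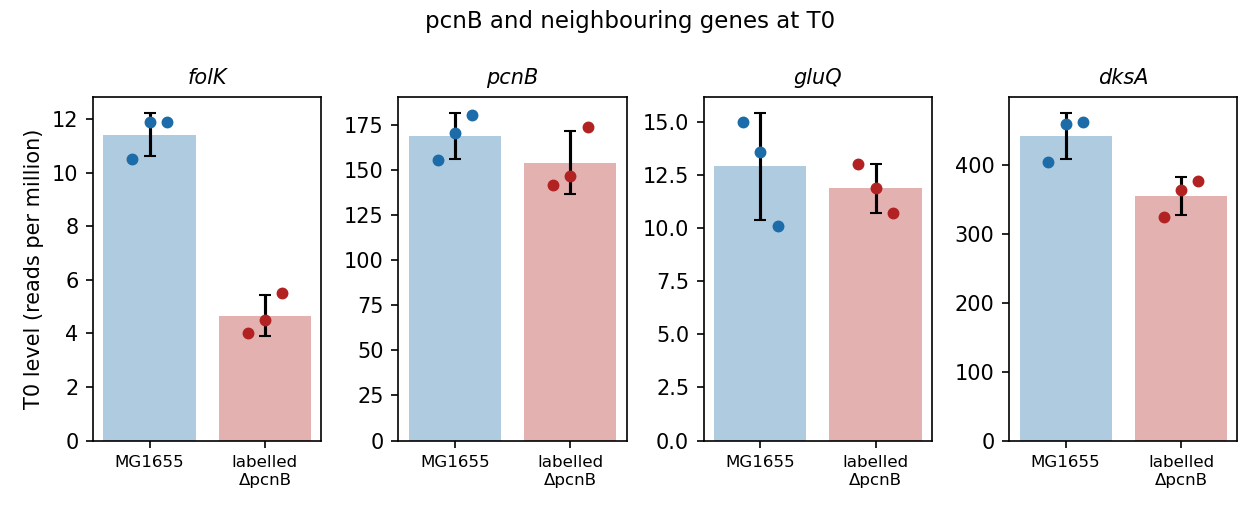
T0 level in RPM of pcnB and its neighbours folK, gluQ and dksA, each on its own axis from 0, with points for the 3 libraries per strain, bars for the mean and error bars for the SD. The levels of pcnB overlap between the strains (141.5 to 174.0 against 155.4 to 180.7 RPM), while those of folK do not.

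The T0 libraries addressed which RNA levels differed between the strains during growth. Of 4045 genes, 225 were higher and 167 were lower in the libraries labelled MG1655ΔpcnB (limma, adjusted p under 0.01), so 57.4% of the calls were higher. Among the alternatives at this threshold, the one that moved the counts most was alignment of the half-life values to the 3 reference RNAs, which gave 149 higher and 44 lower genes (77.2% higher) and shifted the median of all genes by 0.12 on the log2 scale. Scaling to spike-in reads gave 293 higher and 61 lower genes (82.8% higher) with a median shift of 0.18. With that alignment and with spike-in scaling, limma gave the gene agrB adjusted p of 3.8e-101 and 8.7e-157, against 7.7e-05 in the main fit. Such values cannot come from the spread of a single gene over 3 libraries per strain. The counts of both settings are therefore not like for like with the rest. In the main fit, at an adjusted p under 0.05, 423 were higher and 306 lower. The number of lower genes was 95 without the labelled MG1655ΔpcnB replicate 2 and 103 without MG1655 replicate 3.

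The largest increases at T0 were those of agrB (b4713, positions 3648294 to 3648375), a small RNA, from 7.2 ± 3.14 to 445 ± 307 RPM (SD, n = 3, log2 fold change 5.57, SE 0.51, limma adjusted p 7.7e-05), and of fecI (b4293, positions 4517714 to 4518235), from 23.8 ± 2.61 to 555 ± 228 RPM (4.39, SE 0.27, limma adjusted p 7.6e-06). Next were the small RNA glmY (b4441, log2 fold change 3.80), agrA (b4712, 3.66) and ftsL (b0083, 3.26). The genes agrA and agrB are neighbouring small RNAs whose reads the counting could have split between them, fecI overlaps fecR by 4 bp and ftsL overlaps rsmH by 4 bp, so their levels are uncertain to that extent. The largest decreases were those of malE (b4034, positions 4245229 to 4246419), from 98.4 ± 1.28 to 16.5 ± 1.59 RPM (log2 fold change -2.51, SE 0.10, limma adjusted p 9.1e-07), and lamB (b4036, -2.47). Then came fhuC (b0151, -2.05) and fhuD (b0152, -1.95), which overlap by 1 bp, and shoB (b4687, -1.74). All 10 kept their direction and passed the threshold in each of the 150 alternative fits of these genes. The fits with spike-in scaling and with alignment to the reference RNAs carry the limit on p values given above. Among 85 tRNAs tested at T0, 16 were lower and 0 were higher (27 lower adjusted over the list alone, and 39 lower and 0 higher at an unadjusted p under 0.05). Their median log2 fold change was -0.56, against -0.35 with spike-in scaling and -0.43 with alignment to the reference RNAs, and 1 of these reference RNAs, aspT, is itself a tRNA. With the replicate block 35 tRNAs were lower. Some of the lower tRNA genes had nearly equal levels, such as metZ, metW and metV (1261, 1270 and 1281 RPM in MG1655). Reads of like sequences may have been shared among them, so these counts are of gene entries and need not be of distinct tRNAs. Among 49 small RNAs, 8 were higher and 0 were lower (9 higher adjusted over the list alone, and 13 higher and 4 lower at an unadjusted p under 0.05), and with the replicate block 11 were higher and 1 lower. At an unadjusted p under 0.05, 1214 of all 4045 genes differed.

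Decay after rifampicin was compared next. Of 4566 genes, 3695 had enough points in both strains, 3549 had a positive decay rate in both, and 2488 had reliable half-lives in both. Over these 2488 transcripts the median half-life was 1.21 min in MG1655 (quartiles 0.931 and 1.74 min) and 1.87 min in the libraries labelled MG1655ΔpcnB (quartiles 1.48 and 2.53 min). The median ratio was 1.41, and 2133 transcripts (85.7%) had the longer half-life in the latter. The test of the difference in slope called 1052 transcripts stabilised and 8 destabilised, while 1428 passed no threshold. The median ratio of the stabilised transcripts was 1.86. The count of stabilised transcripts moved most with the time window, down to 36 with points up to 3 min. With points under 100 reads left out, 148 of 1452 transcripts were stabilised and the median ratio was 1.10. The count was 366 without the single 11 min library, 421 without the labelled MG1655ΔpcnB culture 3, 438 without MG1655 culture 2 and 554 without MG1655 culture 1.

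**Figure D2:**
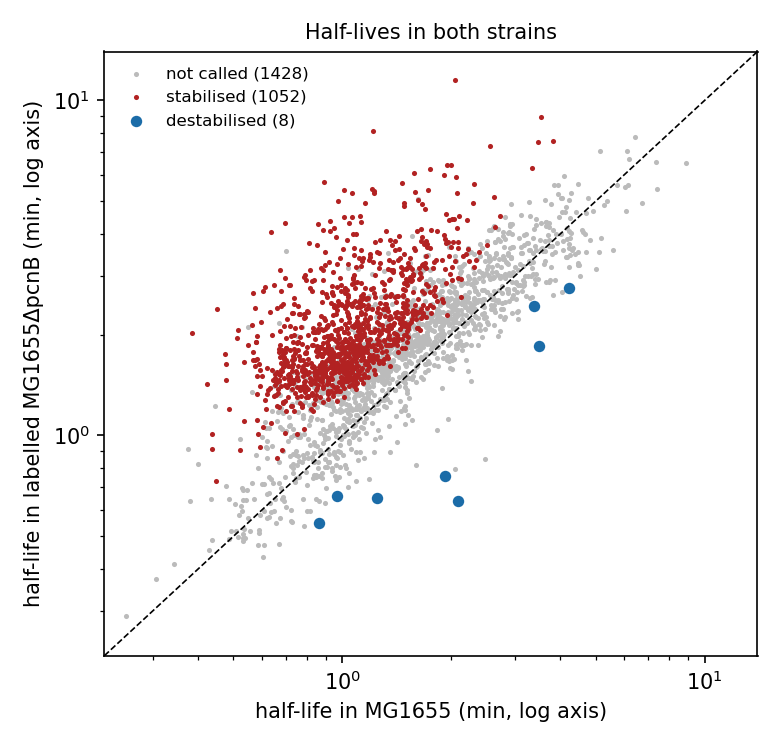
Half-life of 2488 transcripts in the libraries labelled MG1655ΔpcnB against that in MG1655, both in min on log axes, with the dashed line marking equal values. The 1052 stabilised transcripts lie above the line, the 8 destabilised ones below it, and 1428 were not called.

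The largest ratio among the transcripts eligible to be named was that of acrF (b3266, positions 3415033 to 3418137), whose half-life was 2.04 ± 0.271 min (SE) in MG1655 and 11.5 ± 1.30 min in the libraries labelled MG1655ΔpcnB (ratio 5.62, adjusted p 3.0e-05). The longer of these exceeds the last time point. Ratios of 5.30, 4.73, 4.70 and 4.67 followed for trpL, modC, exoX and pdxA. The genes trpL, exoX and pdxA each lost their call in at least 1 alternative, while acrF and modC kept it in all those fitted. For acrF there was no reliable fit with scaling to ssrA, ssrS, aspT or total reads. The same held for acrF with points up to 3, 4 or 5 min. The log2 ratio of exoX fell from 2.23 to 0.61 with pseudocount 1 up to 7 min (adjusted p 0.322 from the linear model). The lowest ratios were 0.306 for ydcJ, 0.393 for cedA, 0.520 for yoaL, 0.529 for rffM and 0.638 for yihM. All of these but rffM had a mean under 100 reads at T0, and each of the 5 lost its call in at least 1 alternative. The remaining destabilised transcripts were cspE, yobA and elaA, of which yobA falls outside the rule and was named after its values were seen. The half-life of cspE was 4.21 min against 2.76 min (adjusted p 0.0122), and its T0 level had a log2 fold change of -0.66 (limma adjusted p 0.0105), which passed the threshold with the replicate block. Its half-life difference was not called with points up to 3, 4, 5 or 7 min (with or without a pseudocount of 1), with points from 1 min on, with spike-in scaling up to 5 min, with ssrA, ssrS or aspT alone, or without MG1655 culture 2 or the labelled MG1655ΔpcnB culture 3. With aspT alone cspE had no reliable fit in both strains.

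The share of each transcript left was then followed within each culture against its own T0 library. The medians left in MG1655 and in the library labelled MG1655ΔpcnB were 97.8% and 89.6% at 0.5 min, 58.9% and 62.4% at 1 min, 52.6% and 57.2% at 1.5 min, 42.3% and 38.6% at 2 min, 18.2% and 22.2% at 3 min, 12.1% and 16.0% at 4 min, 5.35% and 10.2% at 5 min, and 3.10% and 4.92% at 7 min. Less was thus left in the latter at 0.5 and 2 min and more at the other 6 shared points. With scaling to spike-in reads the directions at 0.5, 1 and 2 min reversed, so that less was left in the latter at 1 min alone. At 11 min 3.35% was left in the only library with that point. For the same 2469 transcripts, the median ratio of half-lives was 1.19 with points up to 3 min, 1.05 up to 4 min, 1.09 up to 5 min, 1.22 up to 7 min and 1.41 with all points. Each later point is a single library per strain.

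**Figure D3:**
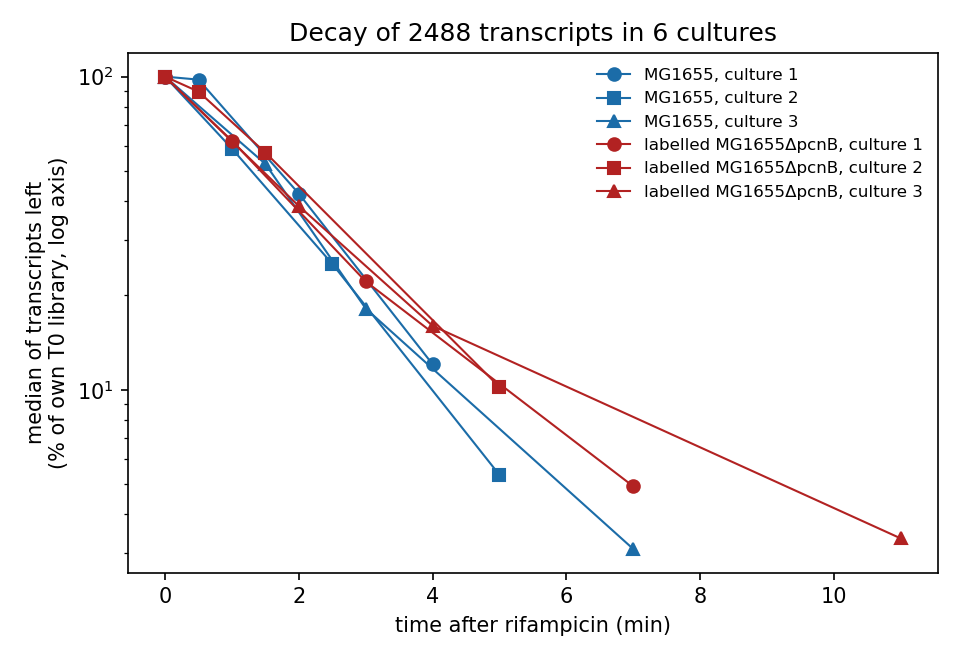
Median percent of 2488 transcripts left relative to the T0 library of the same culture (log axis) against time after rifampicin in min, with a line and marker for each of the 6 cultures. The medians at 5 min were 5.35% in MG1655 and 10.2% in the library labelled MG1655ΔpcnB, and at 11 min 3.35% was left.

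Fitted in each culture alone, the median half-life was 1.28, 1.20 and 1.36 min in the MG1655 cultures and 1.61, 1.49 and 2.29 min in those labelled MG1655ΔpcnB. The means were 1.28 ± 0.0787 and 1.79 ± 0.432 min (SD, n = 3), a difference of 0.514 min with a two-sided exact permutation p of 0.1, the smallest that 3 cultures against 3 allow, so the design could not reach 0.05. Without the 11 min library the third value was 1.59 min and the difference was 0.280 min (exact permutation p 0.1). The 6 values did not overlap between the strains in either case, which chance gives in 1 of 10 splits. With scaling to ssrA alone they overlapped (difference 0.317 min, exact permutation p 0.2). The permutation test did not use the pairing by culture number. By number, the ssrA-scaled medians in MG1655 and the labelled culture were 1.11 and 1.37, 1.10 and 1.17, and 1.26 and 1.87 min. The last time points of these pairs were 4 and 7, 5 and 5, and 7 and 11 min.

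**Figure D4:**
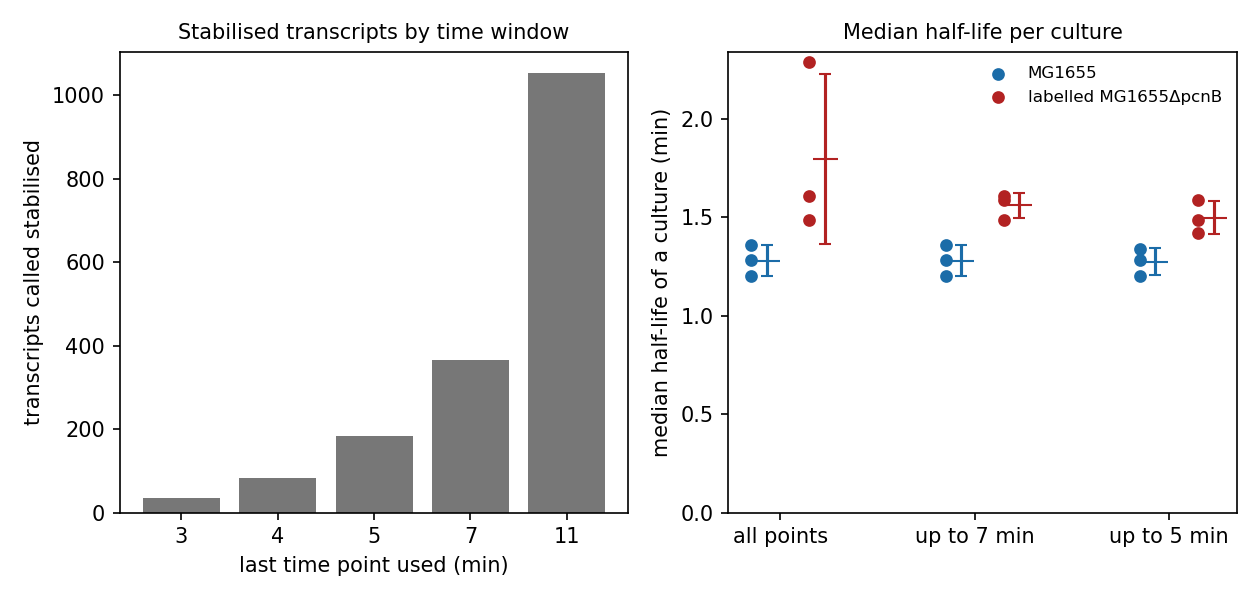
Left, number of transcripts called stabilised against the last time point used in min, rising from 36 at 3 min to 366 at 7 min and 1052 at 11 min. Right, median half-life of each culture in min, with points for the 3 cultures per strain, horizontal marks for the mean and error bars for the SD, where the difference fell from 0.514 min with all points to 0.280 min up to 7 min and 0.224 min up to 5 min.

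Changes in RNA level were set beside changes in half-life. Of 2442 transcripts tested for both, 1028 were stabilised and 148 were higher at T0, and 120 were both, where 62.3 are expected if the calls were unrelated. Another 39 stabilised transcripts were lower at T0 (47.6 expected), and 869 passed no threshold at T0. The number stabilised and lower was below the expected one in every alternative. It was 6 with points up to 7 min (16.1 expected) and 3 without the labelled MG1655ΔpcnB culture 3 (11.8 expected). The number shared was 78 with points up to 7 min (18.9 expected), 74 without MG1655 culture 2, 75 without MG1655 culture 3 and 54 without the labelled MG1655ΔpcnB culture 3. Across these 2442 transcripts, which are not independent replicates, the log2 changes of level and of half-life correlated with Pearson's r 0.379 and Spearman's rho 0.308. The T0 libraries enter both measures, and 50 simulations of unchanged transcripts gave a mean Pearson's r of -0.407, between -0.461 and -0.349.

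The lists taken from the study's text were counted last. Apart from the earlier PAP I targets, which came from previous work, the RT-qPCR panel, which was picked to span different kinds of RNA, and the tRNAs and small RNAs, which are whole classes, they are groups the study drew attention to on these samples, so counts adjusted over the list alone are not independent evidence. Of 9 RNA degradation transcripts, 8 were stabilised (9 adjusted over the list alone) with a median ratio of 1.58, and 0 differed at T0 (2 at an unadjusted p under 0.05, 1 in each direction). With points up to 7 min 4 were stabilised, and with ssrA scaling 3. Of 16 stress response transcripts, 14 were stabilised (16 adjusted over the list alone, median ratio 1.80), and 5 with points up to 7 min, while 3 were higher at T0 (4 adjusted over the list alone, 4 with the replicate block). Of 35 flagellar transcripts tested, 14 were stabilised (14 adjusted over the list alone, median ratio 1.44), and 4 with points up to 7 min, while at T0 3 of 38 were higher (5 adjusted over the list alone, 7 with the replicate block). Of 7 earlier PAP I targets tested, 5 were stabilised (5 adjusted over the list alone, median ratio 2.01), and at T0 4 of the 14 were higher and 1 lower (4 and 1 adjusted over the list alone). Of 6 RT-qPCR panel transcripts tested, 3 were stabilised (3 adjusted over the list alone, median ratio 2.04), and at T0 3 of the 12 were higher and 1 lower (4 and 1 adjusted over the list alone). The example genes of a stabilised full-length RNA (rpmH) or fragment (yraN, acrF and zapB) were all 4 stabilised (4 adjusted over the list alone, median ratio 3.71). Of 2 cold shock transcripts tested, 1, cspE, was destabilised (1 adjusted over the list alone). At T0 1 of 7 was lower (2 adjusted over the list alone, 2 with the replicate block). With spike-in scaling 0 of the cold shock genes were lower at T0, and likewise 0 with alignment to the reference RNAs. Both settings carry the limit on p values given above. Of the 4 RNAs with shorter half-lives in the study, 3 were tested and 2 were destabilised (3 adjusted over the list alone), and with the replicate block 1 of the 4, cspE, was lower at T0. Half-lives were reliable for 2 tRNAs, of which 0 were called (0 at an unadjusted p under 0.05), and for 8 small RNAs, of which 1 was stabilised. Over all lists, 46 of 88 transcripts were stabilised and 2 destabilised.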

Values the study reported

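The study reported reliable half-lives in both strains for 2,627 RNAs. It gave a median half-life of 2.0 min in the mutant and 1.3 min in MG1655. It counted 1,403 RNAs as stabilised in the mutant and 4 as destabilised. Of the stabilised RNAs, 164 were reported to have a higher level before rifampicin.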

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

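The tests of the split at T0, of the last time point, the scaling, the late read counts, the slowing after 7 min, the label, folK, the transcribed inactive gene and the rRNA share were chosen only after the result was seen.

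The library of MG1655 replicate 3 at 7 min had 607 genes without a read, far from the other 8 libraries after rifampicin of its strain, where the next highest had 270. Among 12 sets of values tested for such a distance 2 stood out, where about 1 in 20 does so by chance. It was also the library with the fewest gene reads, 8145628. When the other libraries from 5 min on were thinned to its depth, the most genes without a read was 401, so depth alone did not account for the count. It was the latest MG1655 point, and further loss of RNA remains open. No biological explanation was tested.

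The library labelled MG1655ΔpcnB replicate 1 at 7 min had 22.4% of its reads on rRNA (95% interval of counting error 22.4% to 22.4%), the other value far from the rest of its group, and its T0 library had 16.3%. rRNA reads per spike-in read stood at 59.3% of their T0 value, and reads of all other genes at 40.1%. The share thus rose while rRNA itself fell, which goes with a greater loss of other RNA. The efficiency of rRNA depletion in that library remains open.

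The difference in decay between the strains was flagged because the test of the difference in slope itself passed the threshold for 1052 transcripts that decayed more slowly in the libraries labelled MG1655ΔpcnB and for 8 that decayed faster. That direction rests on the labels. Several technical explanations were weighed. A later last time point in that strain did not account for the longer half-lives as a whole, since without the 11 min library the difference of the culture medians was 0.280 min and stabilised transcripts still outnumbered destabilised ones. It did go with the number, which fell to 366. At 11 min, 79.9% of the 1952 transcripts with at least 10 reads in that library lay above the line fitted up to 7 min. Transcripts with fewer reads there were left out, which can raise this share. The median left was 3.29% where that line gave 1.33%. More RNA left in this 1 late library thus adds to the count. Whether decay slowed there remains open, since the point is a single library. The choice of reference RNAs argued against scaling as the whole cause, as the lowest median ratio over the single scalings was 1.33. Low read counts at late points remain open. Among transcripts with at least 10 reads in all 24 libraries 43.0% were stabilised, against 42.3% of all, but with points under 100 reads left out 10.2% were, and among the 333 reliable transcripts with at least 100 reads in all 24 libraries 16.2% were, with a median ratio of 1.18. The first of these filters mostly removes late points and the second keeps long-lived transcripts (median 2.26 min in MG1655). Low reads thus cannot be told apart from the time window and the half-life itself. The study also compared cutoffs of 10 and 100 reads. It reported fewer reliable half-lives at 100, with little change in the proportions stabilised and destabilised. How its cutoff was applied to single points was not stated, so the filters here may differ from it. In 1 of the 10 splits of the 6 cultures, the real one, as many transcripts were called, and likewise in 1 of the 10 splits with points up to 7 min. With 10 splits, chance cannot be told apart from the strain by this count. The other 3 splits that part all 3 numbered pairs called 0 transcripts, while 2 further splits called 157 and 375 with all points and 0 up to 7 min. A lasting effect of the strain on decay remains open as a hypothesis, as does an unequal effect of rifampicin, which was not tested.

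The entries without a gene identifier in the T0 tables held up to 1.12% of a column and were used in no comparison. Of the 127 entries, 34 equalled genes of the half-life values that the tables do not otherwise list and 52 equalled spike-in sequences, while 0 matched when the libraries were shifted. These fit genes and spike-in sequences whose names were lost. The other 41 stayed unmatched, and no biological explanation was tested.

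Reads on pcnB in the libraries labelled MG1655ΔpcnB stood at 91.2% of MG1655. Libraries of MG1655 under the wrong label were argued against by the 392 genes called at T0 for the labelled split, since in 1 of the 10 splits, the real one, as many were called and the other 9 called 0. With 10 splits, chance cannot be told apart from the strain by that count. Reads leaking in from MG1655 libraries were argued against by 19 of 997 abundant transcripts that stood under 50% of the relative level of pcnB. Reads of the overlapping folK were at 3.03% of those on pcnB, too few to make up its level. The stated genotype, a deletion with an inserted cassette, would leave no reads on the deleted part. Transcription of a part left in place remains open and cannot be told apart from an intact gene, because counts per gene do not show which part was covered.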

How the results depend on the processing

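Most alternatives were set before the data were examined. Those with spike-in scaling, windows up to 3, 4 or 7 min, a pseudocount of 1 combined with a window, a residual variance per strain, a pseudocount of 0.1 at T0, no mean-variance trend, voom weights, the limma form of the replicate block, a second scaling to the 3 RNAs, deposited values of 10 or less left out, or at least 100 reads in all 24 libraries were chosen after seeing the data. DESeq2 and the edgeR quasi-likelihood test were planned for deposited counts and not run, since the deposited values were normalised, while voom on the recovered reads gave 214 higher and 160 lower genes at T0. Except where given, the cause was not tested.

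The 10 genes named for T0 kept their direction and side of the threshold in all 150 alternative fits. Of 268 alternative fits of the genes named for half-lives, 196 kept both, 57 lost the threshold and 15 reversed. Settings in which a gene had no reliable fit in both strains are not among these. Of 239 alternatives of the main results 143 stayed, 95 moved and 1 reversed. The reversal was pcnB at T0 with spike-in scaling (log2 fold change 0.076), and leaving out each library gave -0.22 to -0.08. Adjusted p values of pcnB ranged from 0.200 to 0.999 over the alternatives.

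Higher genes at T0 numbered 149 with alignment to the 3 RNAs and 423 at adjusted p under 0.05, a wider threshold by construction. Lower genes numbered 101 with no low-count filter, 44 with that alignment, 100 with no trend, 61 with spike-in scaling and 306 at adjusted p under 0.05. The counts with that alignment and with spike-in scaling rest on p values out of scale for 3 libraries per strain, as given in the report. Leaving out each library gave 151 to 200 higher and 95 to 134 lower genes, with fewer libraries to test.

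Reliable half-lives numbered 1452 with points under 100 reads left out and 1295 with at least 10 reads in all 24 libraries, both with fewer transcripts fitted by construction, and 2229 to 2425 with each culture left out. In these 2 settings 148 and 557 were stabilised and 1 and 2 destabilised. Scaling to ssrA, ssrS and aspT alone each gave 1 destabilised, with 384 stabilised for ssrA and 636 for aspT. Windows up to 3, 4, 5 and 7 min gave 36, 83, 183 and 366 stabilised, and up to 3, 4 and 5 min 0, 0 and 2 destabilised (16 and 21 at unadjusted p under 0.05 for the first 2). With pseudocount 1 the same windows gave 42, 77, 177 and 279 stabilised and 1, 0, 0 and 1 destabilised (23 and 17 at unadjusted p under 0.05 for the middle 2). At least 100 reads in all 24 libraries left 333 reliable, 54 stabilised and 1 destabilised, with medians of 2.26 and 2.70 min. Points from 1 min on gave 441 and 2. Spike-in scaling gave 13 destabilised, and with windows up to 5 and 7 min 339 and 592 stabilised, with 15 destabilised in the latter. Total reads gave 17 destabilised, 1 intercept per culture 14, pseudocount 1 alone 3, and with a variance per strain 4, or 3 with Welch degrees of freedom. Adjusted p under 0.01 gave 503 and 1. Each culture left out gave 421 to 1259 stabilised and 2 to 5 destabilised.

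The replicate block raised the destabilised from 8 to 20. It moved no other main count by over 1.5 times, with 288 higher and 230 lower genes at T0 and 1057 stabilised, of which 996 were among the 1052. Among the genes named for half-lives it changed the call of rffM (adjusted p 0.0529), and at T0 it changed the call of cspE and the list counts of tRNAs, small RNAs and flagellar, stress response and cold shock genes and of the RNAs with shorter half-lives, as given in the report. Reliability is set before the test, so the block gave no separate count of reliable half-lives.

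The median half-life of MG1655 in min was 1.38 with points under 100 reads left out, 1.32 with pseudocount 1, 1.51 with 10 reads in all libraries, 1.31 with R2 over 0.5, 1.47 with no R2 criterion, 1.11 with ssrA, 1.12 with ssrS, 1.32 with total reads and 1.31 from 1 min on. It was 0.948, 1.08 and 1.11 with windows up to 3, 4 and 5 min, 0.937 and 1.09 with pseudocount 1 up to 3 and 4 min, and 1.10 with spike-in scaling up to 5 min. In the libraries labelled MG1655ΔpcnB, windows up to 3, 4 and 5 min gave 1.12, 1.21 and 1.30, with pseudocount 1 1.11, 1.21 and 1.34, and spike-in scaling up to 5 min 1.32. Each culture left out gave 1.19 to 1.33 in MG1655 and 1.62 to 2.07 in the labelled libraries.

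Stabilised transcripts also higher at T0 numbered 206 with both thresholds at 0.05, 78 up to 7 min and 54 to 120 with each culture left out. Stabilised members of the lists numbered 21 with ssrA, 12 up to 5 min and 20 up to 7 min.

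Reversed half-life ratios (log2) were 0.55 for cedA with pseudocount 1 up to 3 min, and for yoaL 0.41 with pseudocount 1 and both variances per strain and 0.080 with pseudocount 1 up to 7 min. For rffM they were 0.23 with 100 reads, up to 5 min and with pseudocount 1 up to 5 min, 0.14 with pseudocount 1 and both variances per strain, 0.46 with pseudocount 1 up to 7 min and 0.28 with spike-in scaling up to 5 min. For yihM they were 0.13 and 0.27 with pseudocount 1 up to 3 and 7 min.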

Other observations

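The tests of lower genes and their neighbours and the setting with a variance per strain were chosen only after the result was seen.

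The number of destabilised transcripts here was 8. That is higher than the value quoted from the study above. With all points, a pseudocount of 1 and a residual variance per strain, 2627 transcripts were reliable, 1403 were stabilised and 4 were destabilised, namely cspE, elaA, rcsA and yabQ. This setting was found by trying fits against the totals of the study after the data had been examined, and 2 choices of degrees of freedom were tried in the same run. Its equality with those totals is therefore no independent evidence, and shows how the counts depend on such choices. The 4 genes are also the ones the study names as destabilised. A pseudocount of 1 with the common variance was planned before the data were examined. It already gave 2627 reliable, 1313 stabilised and 3 destabilised transcripts, the last being cspE, elaA and yabQ. Its median half-lives were 1.32 min in MG1655 and 2.02 min in the libraries labelled MG1655ΔpcnB.

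At 11 min, in the single library labelled MG1655ΔpcnB with that point, more RNA was left than the earlier points gave. This was seen among transcripts with at least 10 reads in that library, a choice that can raise the share above the line. Slowing in MG1655 was not tested here. The study also fitted half-lives in both strains with a delay and a residual level of RNA. It reported ratios between the strains similar to those of its simple fit. Such a fit was not run here. A floor of misassigned reads was tested, under which no abundant transcript could fall far below the rest. At 11 min the median of abundant transcripts was 2.82% and their 5th percentile was 0.645%, which argues against a common floor. What left more RNA at that point remains open.

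The log2 ratio of half-lives rose with gene length (Spearman's rho 0.241 across transcripts, 0.180 with points up to 7 min) and hardly followed reads at T0 (rho 0.0571). Length could thus account for a small part of the spread. The effect of depth stays open, since fewer transcripts were stabilised where at least 100 reads were required in all 24 libraries (16.2%). A biological link with length was not tested apart from a bias of the method.

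Neighbouring genes were compared to ask whether whole regions changed transcription at T0. Of the neighbours of higher genes 11.6% were higher, against 5.56% of all genes, which does not settle the question. Of the neighbours of lower genes 34.7% were lower, against 4.13% of all genes, which is in line with a change of whole regions for part of the lower genes. Operons that share an RNA could give the same pattern through decay.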
